A study of Mus musculus with 12 samples. Its data were reported in "PGC-1β maintains mitochondrial metabolism and restrains inflammatory gene expression" (2022).

How the data were processed

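RNA-seq was measured in mouse bone marrow-derived dendritic cells (DCs), which were grown from bone marrow with granulocyte-macrophage colony-stimulating factor (GM-CSF). The cells were transduced with a retrovirus carrying a short hairpin RNA (shRNA) against firefly luciferase (shControl) or against *Ppargc1b* (sh*Ppargc1b*), the gene of the transcriptional co-activator PGC-1β. Transduced cells were sorted on a human CD8 reporter and were left unstimulated or were treated with interferon-β (IFN-β) for 6 h. Per the labels, the 12 libraries fell into 4 groups of 3. The labels gave no replicate numbers, so replicates were numbered in the order of the records and were never paired by that number.

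The authors depleted ribosomal RNA, sequenced read pairs, trimmed adapters with trim_galore and mapped the reads to the mm10 mouse genome with STAR. The deposited values were raw counts: whole numbers of uniquely mapped read pairs per GENCODE gene, as STAR's gene counting gives them, with no normalization and no pooling of libraries. Read pairs from sequence that is identical in more than 1 place were not counted, so a gene with a near-identical copy can be undercounted. The strand setting of the counting was not stated. Of 225 genes that lie inside the exons of a gene with at least 1000 counts, 194 (86.2%) had at least 1 count, 37 had at least 100 counts, and the median was 12 counts over all libraries. Counting without strand would have left reads over such genes unassigned, although a difference between annotation releases could also give counts there. All 12 value columns were used. Gene positions were taken from GENCODE M21 (GRCm38), which is later than the release the authors used. Of 55471 gene identifiers in the table, 327 were not in that release, and they held 0.0180% of the counts. The table gave no symbol for 3214 identifiers, of which 3116 were named from that release, and it gave another symbol than that release for 2180.

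Counts were analysed with edgeR 4.0.16 in R 4.3.3, as in the study's own methods. Genes were kept by filterByExpr with a minimum count of 10 and a minimum total count of 15, which left 18228 genes with 99.96% of the counts. Library sizes were scaled by the trimmed mean of M-values (TMM). A quasi-likelihood negative binomial model with 1 mean per group was fitted to all 12 libraries, which shared the estimate of dispersion. Contrasts were tested by quasi-likelihood F-tests, and p-values were adjusted by the Benjamini-Hochberg method over all genes tested, with a threshold of 0.05. The contrasts were sh*Ppargc1b* against shControl without and with IFN-β, IFN-β against unstimulated in shControl and in sh*Ppargc1b*, the interaction (the knockdown effect with IFN-β minus the knockdown effect without it), and the mean of both knockdown effects. Every adjusted p-value of a gene below comes from this edgeR test unless another tool is named. Errors of group means are standard deviations (SD) over 3 libraries, and errors of log2 fold changes are standard errors (SE). Single values were also compared by an exact two-sided permutation test, for which 3 libraries against 3 allow no p-value below 0.1. Principal components were computed from log2 CPM (counts scaled to library size) with a prior count of 2.

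A total of 12 gene lists were written by hand from general knowledge: TCA cycle, respiratory electron transport, complex I assembly factors, ATP synthase subunits, cristae organisation, mitochondrial fatty acid oxidation (FAO), glycolysis, mitochondrially encoded genes, inflammatory cytokines and NF-κB targets, interferon-stimulated genes, MHC class II and costimulation, and mitochondrial fusion and fission. Another 9 lists held markers of culture composition: macrophage-like, dendritic-like, neutrophil-like, mast cell or basophil-like, eosinophil-like, lymphocyte-like, erythroid-like, proliferation and sex-linked. Lists with at least 5 tested genes (at least 3 for markers) were tested with preranked gene set enrichment in fgsea 1.28.0 (multilevel method, seed 1, 10000 simple permutations), with genes ranked by the signed square root of F, and p-values were adjusted over the lists within a comparison. The score is the normalized enrichment score (NES). The mouse Reactome sets that come with fgsea were tested the same way, over 600 sets of 15 to 500 genes among the 13210 tested genes with an Entrez identifier. The study named citric acid cycle, electron transport, cristae and inflammatory gene sets from these same libraries. Beside them it named the fusion and fission genes *Opa1*, *Mfn2* and *Dnm1l*. Lists on those subjects are therefore not independent of its choice. The lists, the contrasts, the alternatives other than those for Reactome sets, and the rule for naming genes were chosen before the data were examined. Genes named in the text are those the study names, and for each of the 2 knockdown contrasts, IFN-β in shControl and the interaction the 3 with the largest rise and the 3 with the largest fall among genes past the threshold with a symbol, a mean log2 CPM of at least 3 and, except for the interaction, no overlap between the libraries of the groups compared. Members of a list are named only to say which changed.

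Alternatives were scaling by DESeq2's size factors (RLE) or by library totals, the DESeq2 1.42.0 Wald test, all genes with at least 1 count, genes with at least 10 counts in every library, only the 6 libraries compared, an absolute log2 fold change of at least 1, a surrogate variable from sva 3.50.0, a block for each run of 4 consecutive library codes, and leaving out each library in turn. Gene lists were also ranked by log2 fold change and tested with camera (preset correlation 0.01 or estimated) and fry from limma 3.58.1. The same alternatives for Reactome sets, and leaving out libraries for the similarity of knockdown effects and for the *Ppargc1b* level, were chosen after seeing the data. Regroupings of the libraries, matched random lists, thinning of the counts to equal depth and a search for near-identical copies with BLAST 2.17.0 were run for the closing section. The steps were tested on simulated counts over 17849 tested genes, with the real library sizes and 1 mean per gene taken over all 12 libraries. The groups differed only in 200 genes changed in unstimulated sh*Ppargc1b* libraries. The simulated counts therefore held no IFN-β response, and the rates below come from a simpler setting than the real data. Of 196 tested genes changed by 1 on the log2 scale, 77.6% were recovered in the changed contrast, 100% of these with the right sign, and 5.59% of the calls were genes that had not been changed. In the interaction, 69.4% were recovered, and the unchanged knockdown contrast with IFN-β gave 0 calls. In the changed contrast, the knockdown without IFN-β, DESeq2 recovered 76.0%, and 0 of the unchanged lists passed the threshold.

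Library totals ranged from 49.9 to 77.7 M counts (58.5 ± 8.09 M, SD, n = 12). Counting error is therefore small for most genes tested, and the number of libraries per group limits the precision of the comparisons. Every group kept its 3 libraries in the comparisons. All 12 pairs of libraries within a group differed by more than sampling noise, with a chi-square per gene of 8.54 to 21.3 over genes with at least 20 counts in the pair. Separate preparations from 1 culture would differ by more than sampling noise as well, and the labels do not say whether the libraries of a group come from separate cultures. Each library was counted as a replicate, as the labels list it.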

Results

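RNA-seq counts were examined for 12 libraries of mouse bone marrow-derived DCs, 3 each of unstimulated shControl, unstimulated sh*Ppargc1b*, IFN-β-treated shControl and IFN-β-treated sh*Ppargc1b* cells. PGC-1β, the product of *Ppargc1b*, is a co-activator of genes of mitochondrial metabolism, and IFN-β is an antiviral cytokine. The mean library total was 53.7 ± 2.33 M counts in unstimulated shControl, 60.6 ± 8.67 M in unstimulated sh*Ppargc1b*, 61.9 ± 14.3 M in IFN-β-treated shControl and 57.9 ± 3.91 M in IFN-β-treated sh*Ppargc1b* cells (SD, n = 3 each). Of 55471 genes in the table, 43864 had at least 1 count and 18228 were tested. The TMM factors were 1.07 to 1.09 in unstimulated and 0.914 to 0.941 in IFN-β-treated libraries. Scaling by library totals alone moved the median log2 fold change of all tested genes to -0.27 for IFN-β in shControl and -0.22 in sh*Ppargc1b* cells, against -0.03 and -0.02 with TMM. The 10 genes with the most counts took 10.1% to 11% of each library. The first principal component held 71.5% of the variance and separated the treatments, and the second held 17.1% and separated sh*Ppargc1b* from shControl. The common dispersion was 0.00577, a biological coefficient of variation of 0.0760. *Xist* had 134866 to 222177 counts and the Y-linked *Ddx3y* at most 2 counts in every library.

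**Figure D1:**
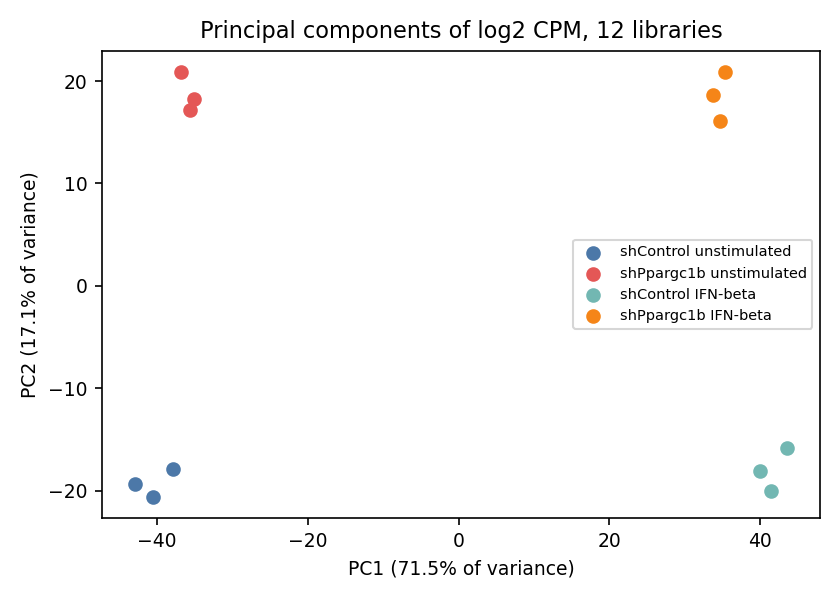
Principal components of log2 CPM for the 12 libraries, with PC1 (71.5% of variance) on the x axis, PC2 (17.1%) on the y axis and one point per library, coloured by group. The treatments separate along PC1, and the knockdown separates from the control along PC2.

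The targeted gene was examined first. *Ppargc1b* (ENSMUSG00000033871, chromosome 18, 61298136 to 61400431, minus strand, GRCm38) had 34.5 ± 1.94 CPM in unstimulated shControl and 19.4 ± 0.851 CPM in unstimulated sh*Ppargc1b* cells (SD, n = 3), which is 56.3% of control. With IFN-β the levels were 27.8 ± 3.93 and 18.7 ± 2.83 CPM, which is 67.2% of control. Scaling by library totals moved the unstimulated levels most, to 37.4 and 20.8 CPM. The log2 fold change was -0.83 ± 0.10 (SE, adjusted p = 3.2e-05) without and -0.57 ± 0.11 (adjusted p = 9.5e-04) with IFN-β. The exact two-sided permutation p was 0.1 in both treatments, the smallest that 3 libraries against 3 can give. The interaction was 0.25 and not past the threshold (adjusted p = 0.620). IFN-β changed *Ppargc1b* by -0.31 in shControl (adjusted p = 0.0210) and by -0.06 in sh*Ppargc1b* cells (adjusted p = 0.705). The call in shControl was lost without shControl IFN-β replicate 2 (0.157), shControl unstimulated replicate 3 (0.0654) or shControl IFN-β replicate 3 (0.0545), and over all alternatives its adjusted p was 6.0e-05 to 0.157. The related *Ppargc1a* had 1 to 11 counts per library and was not tested. The related *Pprc1* changed by 0.21 without IFN-β (adjusted p = 0.155) and by 0.47 with it (adjusted p = 0.00440), with an interaction of 0.25 (adjusted p = 0.617). The first of these passed without sh*Ppargc1b* unstimulated replicate 1 (0.0205), and ranged from 0.0101 to 0.449 over all alternatives.

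**Figure D2:**
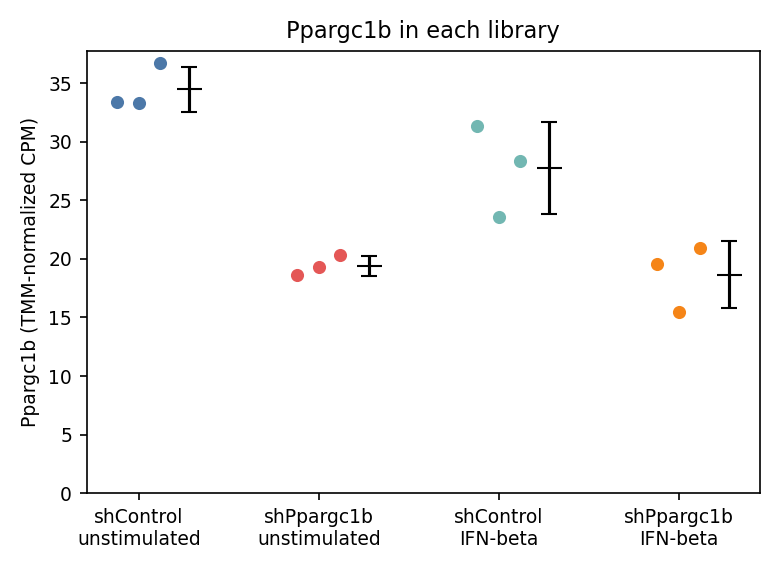
*Ppargc1b* in each library, as TMM-normalized CPM on the y axis, for the 4 groups on the x axis, with coloured points for libraries and black bars for the mean and SD of 3. The means are 34.5 and 19.4 CPM without and 27.8 and 18.7 CPM with IFN-β.

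To determine how loss of PGC-1β changes gene expression at steady state, sh*Ppargc1b* was compared with shControl in unstimulated cells. Of 18228 genes, 4295 had an adjusted p under 0.05, 2266 higher and 2029 lower in sh*Ppargc1b* cells. The median absolute log2 fold change of these genes was 0.39. The alternative that moved the count most was a further limit of an absolute log2 fold change of at least 1, which 644 genes passed (478 higher and 166 lower). In 36.8% of tested genes the libraries of the 2 groups did not overlap, against 10% by chance. The largest rises were in *Fst* (ENSMUSG00000021765, chromosome 13, 114452290 to 114458951), *Mmp9* (ENSMUSG00000017737, chromosome 2, 164940780 to 164955850) and *Clu* (ENSMUSG00000022037, chromosome 14, 65968483 to 65981547). *Fst* went from 22.2 ± 1.57 to 129 ± 27.6 CPM (SD, n = 3), a log2 fold change of 2.53 ± 0.15 (SE, adjusted p = 3.2e-08), and *Mmp9* and *Clu* rose by 2.19 and 2.18. The largest falls were in *Chchd10* (ENSMUSG00000049422, chromosome 10, 75933130 to 75937747), from 24.9 ± 1.34 to 5.63 ± 0.263 CPM (log2 fold change -2.14 ± 0.08, adjusted p = 1.0e-09), *Ace* (-1.72) and *Mrc1* (-1.51).

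The same comparison in cells treated with IFN-β for 6 h gave 4414 genes, 2090 higher and 2324 lower in sh*Ppargc1b* cells, and 576 of them changed by at least 1 on the log2 scale. The libraries of the groups did not overlap for 38.7% of genes (10% by chance). *Fst* (2.37), *Cstdc4* (2.16) and *Rbp4* (2.09) rose most, and *Chchd10* (-2.06), *Ace* (-1.56) and *Nhsl2* (-1.46) fell most. A total of 2799 genes passed in both treatments, 2770 in the same direction and 29 in opposite directions. Across genes, which are not independent replicates, Spearman's rho between the 2 sets of knockdown effects was 0.58 (0.840 over genes past the threshold in either treatment, the alternative that moved it most), and the 2 contrasts share no library. Averaged over both treatments, the knockdown changed 6406 genes (3171 higher and 3235 lower).

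Genes that the study discusses were examined singly. The succinate dehydrogenase genes were lower in sh*Ppargc1b* cells: *Sdha* by -0.53 and -0.41 on the log2 scale without and with IFN-β, *Sdhb* by -0.42 and -0.35, *Sdhc* by -0.26 and -0.30 and *Sdhd* by -0.49 and -0.42 (adjusted p = 6.0e-07 to 7.8e-04). *Sdha* (ENSMUSG00000021577, chromosome 13, 74322254 to 74350280) was at 132 ± 6.79 CPM in unstimulated shControl and 91.5 ± 0.542 CPM in unstimulated sh*Ppargc1b* cells (SD, n = 3). *Cpt1a* (-0.83 and -0.63), *Hadha* (-0.35 and -0.31), *Chchd3* (-0.34 and -0.25) and *Opa1* (-0.17 and -0.14) were also lower in both treatments. The *Opa1* call with IFN-β (adjusted p = 0.00725) was lost when all genes with at least 1 count were tested (0.132), within a range of 0.00104 to 0.132 over all alternatives. *Mfn2* was lower without IFN-β (-0.27, adjusted p = 0.00122) and did not pass with it (-0.06, adjusted p = 0.477), with an interaction of 0.21 (adjusted p = 0.264). *Dnm1l* did not pass in either treatment (0.01 and 0.10, adjusted p = 0.854 and 0.0697). With IFN-β it passed when any of the 6 unstimulated libraries was left out, with the lowest adjusted p of 0.0294 without sh*Ppargc1b* unstimulated replicate 1, and over all alternatives it was 0.0220 to 0.303. *Slc2a1* changed by 0.19 and 0.00 (adjusted p = 0.152 and 0.991). The first passed without sh*Ppargc1b* IFN-β replicate 2 (0.0456), within a range of 7.3e-05 to 0.420 over all alternatives. The reference gene *Hprt* changed by -0.09 and -0.18 (adjusted p = 0.236 and 0.0143), with an interaction of -0.09 (adjusted p = 0.726).

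Among genes of activation, *Cd86* (ENSMUSG00000022901, chromosome 16, 36603869 to 36666081) went from 41.1 ± 0.741 to 76.8 ± 3.32 CPM without IFN-β and from 180 ± 2.21 to 227 ± 8.94 CPM with it (SD, n = 3), log2 fold changes of 0.90 (adjusted p = 4.7e-09) and 0.33 (adjusted p = 2.7e-05). *Ccr7* (ENSMUSG00000037944, chromosome 11, 99144196 to 99155077) rose by 1.32 and 1.36 (adjusted p = 1.2e-08 and 1.2e-08). *Cd274*, which encodes PD-L1, changed by 0.15 and 0.03 (adjusted p = 0.0940 and 0.796). The first passed without shControl unstimulated replicate 2 (0.0338) or sh*Ppargc1b* unstimulated replicate 3 (0.0431), within a range of 0.00237 to 0.304 over all alternatives. *Il12b* did not pass (-0.44 and -0.07, adjusted p = 0.193 and 0.870). *Il6* did not pass either (-0.25 and -0.19, adjusted p = 0.187 and 0.258), except in unstimulated cells without shControl unstimulated replicate 3 (0.0127), within a range of 0.0127 to 0.588. *Pycard* was lower in both treatments (-0.40 and -0.32).

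Some of these genes passed only without IFN-β. *Il1b* was higher there (0.39, adjusted p = 0.00328) and not with IFN-β (0.06, adjusted p = 0.692), with an interaction of -0.33 (adjusted p = 0.297). *Sqstm1* changed by 0.26 (adjusted p = 0.00122) and 0.01 (adjusted p = 0.869), with an interaction of -0.24 (adjusted p = 0.142). *Nlrp3* changed by 0.17 (adjusted p = 0.0413) and 0.01 (adjusted p = 0.907), with an interaction of -0.16 (adjusted p = 0.537). The *Nlrp3* call without IFN-β was lost when any of 5 unstimulated libraries was left out, with the highest adjusted p of 0.123 without shControl unstimulated replicate 3, and over all alternatives it was 0.00286 to 0.123.

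The 12 gene lists were tested to ask whether genes of a process moved together. In unstimulated cells 9 of 12 lists passed, 6 of them lower in sh*Ppargc1b* cells. The lower lists were respiratory electron transport (NES -2.85, adjusted p = 3.1e-17), TCA cycle (-2.30, 1.2e-06), ATP synthase subunits (-2.30, 6.1e-07), mitochondrial fatty acid oxidation (-2.00, 1.9e-04), cristae organisation (-1.91, 0.00156) and mitochondrially encoded genes (-1.62, 0.0252). The higher lists were inflammatory cytokines and NF-κB targets (2.52, 1.3e-11), interferon-stimulated genes (1.97, 9.0e-05) and MHC class II and costimulation (1.64, 0.0231). With a block for each run of library codes, MHC class II and costimulation did not pass (adjusted p = 0.0678). Glycolysis (-1.41, 0.0867), mitochondrial fusion and fission (-1.44, 0.0867) and complex I assembly factors (-0.46, 0.995) did not pass. The alternative that moved the number of lists most was camera with an estimated correlation, which kept 2 lists, inflammatory genes (adjusted p = 7.9e-04, range over all alternatives 3.8e-22 to 7.9e-04) and fatty acid oxidation (0.0147, range 1.6e-06 to 0.0495). Camera with the preset correlation kept all but the mitochondrially encoded list, and fry kept all but the interferon-stimulated list (adjusted p = 0.0541, range 2.3e-10 to 0.464). The mitochondrially encoded list was lost without sh*Ppargc1b* unstimulated replicate 1 (0.0611), within a range of 0.00950 to 0.382. Glycolysis passed without sh*Ppargc1b* unstimulated replicate 1 (0.0130), sh*Ppargc1b* IFN-β replicate 1 (0.0468) or shControl unstimulated replicate 3 (0.0223), within a range of 0.0130 to 0.591, and fusion and fission passed without sh*Ppargc1b* unstimulated replicate 2 (0.0434) or shControl unstimulated replicate 3 (0.0484), under fry (3.9e-05) and with library totals (0.0486), within a range of 3.9e-05 to 0.290.

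Of 66 electron transport genes 46 were lower in unstimulated sh*Ppargc1b* cells when adjusted over all genes and 50 when adjusted over the list alone, with a median log2 fold change of -0.29. The same counts were 15 and 17 of 21 TCA cycle genes, 13 and 13 of 18 ATP synthase genes, 12 and 14 of 25 fatty acid oxidation genes and 5 and 5 of 15 cristae genes, the second of each pair again adjusted over the list alone. For higher genes they were 32 and 33 of 48 inflammatory genes (median 0.39), 19 and 24 of 53 interferon-stimulated genes (median 0.16) and 4 and 4 of 14 genes of MHC class II and costimulation. List members with too few counts to test were *Me3*, *Coa1*, *Il23a*, *Il10* and 6 mitochondrially encoded genes.

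With IFN-β, 8 of 12 lists passed, 7 of them lower in sh*Ppargc1b* cells. The lower lists were respiratory electron transport (NES -2.60, adjusted p = 7.3e-12), interferon-stimulated genes (-2.41, 8.7e-09), ATP synthase subunits (-2.25, 2.8e-06), TCA cycle (-2.21, 5.5e-06), glycolysis (-2.07, 6.0e-05), mitochondrial fatty acid oxidation (-1.97, 2.6e-04) and cristae organisation (-1.56, 0.0471), and inflammatory genes were higher (2.30, 2.2e-07). Mitochondrially encoded genes (1.36, 0.184), MHC class II and costimulation (1.27, 0.226), mitochondrial fusion and fission (-1.05, 0.441) and complex I assembly factors (0.80, 0.730) did not pass. The cristae list was lost when any of 7 libraries was left out, with the highest adjusted p of 0.0809 without shControl unstimulated replicate 2, and over all alternatives it was 0.00228 to 0.464. A block for each run of library codes lost the cristae list too (0.0594). The mitochondrially encoded list passed without sh*Ppargc1b* IFN-β replicate 2 (0.0350), within a range of 0.0350 to 0.464. Of 66 electron transport genes 36 were lower over all genes and 44 adjusted over the list alone, and these counts were 13 and 15 of 20 for glycolysis and 26 and 29 of 53 for interferon-stimulated genes. All 8 lists passed under fry, as did mitochondrial fusion and fission (adjusted p = 4.1e-04, range 4.1e-04 to 0.661), and all but cristae under camera with the preset correlation. With an estimated correlation only fatty acid oxidation (adjusted p = 0.0291, range 7.7e-06 to 0.0357) and inflammatory genes (0.0291, range 3.7e-08 to 0.0291) did.

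**Figure D3:**
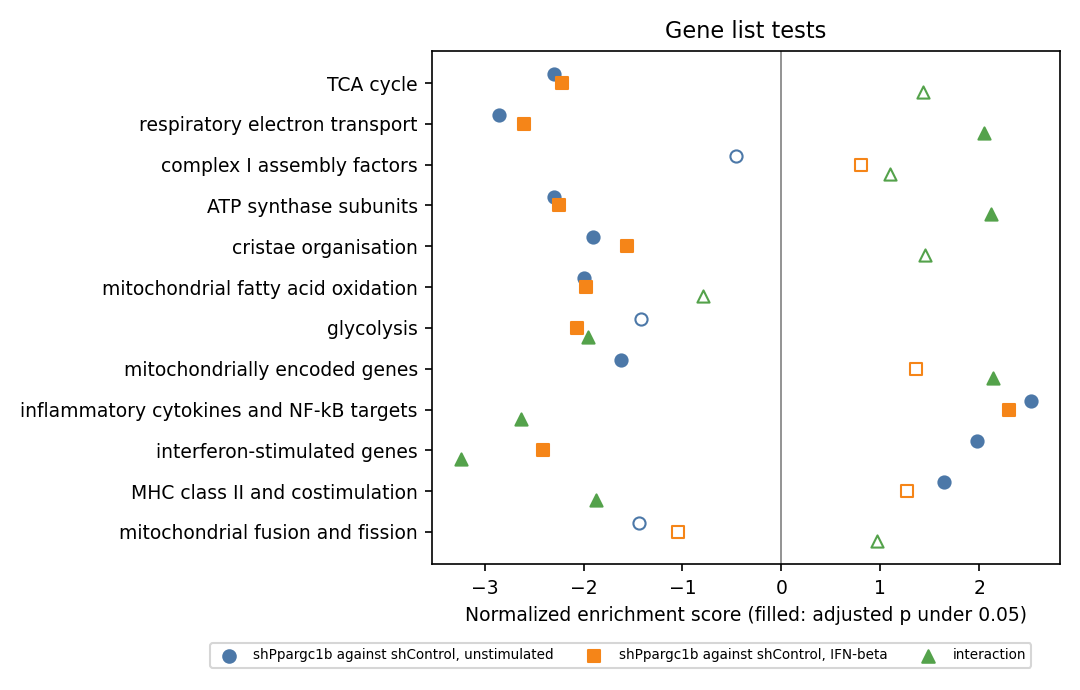
Normalized enrichment score (x axis) of each of the 12 gene lists (y axis) for the knockdown without IFN-β (circles), the knockdown with IFN-β (squares) and the interaction (triangles), filled where the adjusted p is under 0.05. Electron transport is at -2.85 and -2.60 for the knockdown, and interferon-stimulated genes are at 1.97 without and -2.41 with IFN-β.

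Among 600 Reactome sets, 157 passed in unstimulated cells (131 higher and 26 lower in sh*Ppargc1b* cells) and 51 with IFN-β (35 higher and 16 lower). Ranking genes by log2 fold change moved these counts most, to 41 and 25. The lowest score was that of the joint set of TCA cycle and electron transport, at -3.04 without (adjusted p = 3.9e-27) and -2.74 with IFN-β (adjusted p = 1.0e-16). The highest scores were those of the ER-phagosome pathway (2.37), chemokine receptors (2.32) and peptide ligand receptors (2.25) without IFN-β, and of chemokine receptors (2.25), peptide ligand receptors (2.13) and class A receptors (2.09) with it. The citric acid cycle set was lower in both treatments (-2.29 and -2.14, adjusted p = 5.6e-06 and 4.7e-04). Both calls were lost with genes ranked by log2 fold change (0.0734 and 0.115), within 6.8e-07 to 0.0734 and 2.3e-05 to 0.115 over all alternatives. Interferon signalling was higher without IFN-β (1.81, adjusted p = 8.3e-04) and did not pass with it (-1.42, adjusted p = 0.130), and its score for the interaction was -2.84 (adjusted p = 8.3e-19). The first call was lost with that ranking (0.0668, range 1.3e-06 to 0.0668). With IFN-β it passed without shControl IFN-β replicate 1 (0.0456), within a range of 0.0456 to 1 over all alternatives. Signalling by interleukins was higher without IFN-β (1.58, adjusted p = 0.0255) and did not pass with it (-1.08, adjusted p = 0.560), with an interaction score of -1.87 (adjusted p = 3.0e-04). Its calls without IFN-β and in the interaction were lost with that ranking (0.686, range 0.00495 to 0.686, and 0.723, range 2.1e-05 to 0.723).

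The marker lists describe the composition of the cultures. In unstimulated cells the dendritic-like (NES 1.80, adjusted p = 0.00690) and mast cell or basophil-like lists (1.79, adjusted p = 0.00690) were higher in sh*Ppargc1b* cells. The macrophage-like (-1.26, adjusted p = 0.289), neutrophil-like (0.97, adjusted p = 0.584), eosinophil-like (-1.51, adjusted p = 0.132), lymphocyte-like (0.46, adjusted p = 0.987) and proliferation lists (-1.38, adjusted p = 0.192) did not pass. With IFN-β the dendritic-like list was higher again (2.01, adjusted p = 1.5e-04), and the mast cell or basophil-like list did not pass (1.51, adjusted p = 0.161). Of 9 dendritic-like genes 7 were higher over all genes and 8 adjusted over the list alone without IFN-β, and 8 and 8 with it. The mean log2 CPM of the dendritic-like list differed by 0.53 without and 0.60 with IFN-β, and that of the macrophage-like list by -0.19 and -0.25. No erythroid-like gene had enough counts, and the sex-linked list had only *Xist* to test.

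The response to IFN-β was compared in control and knockdown cells. In shControl 8793 genes changed, 4312 higher and 4481 lower, and in sh*Ppargc1b* cells 7760 changed, 3895 higher and 3865 lower. A further limit of 1 on the log2 scale moved these counts most, to 1935 and 1397. With library totals in place of TMM the higher share of the calls was 23.9% against 49.0% in shControl and 23.7% against 50.2% in sh*Ppargc1b* cells. A total of 6813 genes passed in both cell types, 6811 in the same direction, and in shControl the libraries of the groups did not overlap for 56.7% of genes (10% by chance). *Ifit1bl1* (ENSMUSG00000079339, chromosome 19, 34592891 to 34601956) rose most in shControl, from 3.88 ± 0.881 to 1066 ± 57.7 CPM (SD, n = 3, log2 fold change 8.09), followed by *Iigp1* (7.27) and *Ms4a4c* (6.60), and *Deptor* (-1.98), *F630028O10Rik* (-1.96) and *Kcnn3* (-1.96) fell most. Of Reactome sets 165 passed in shControl and 165 in sh*Ppargc1b* cells, with interferon signalling at 2.38 and 2.43 and cap-dependent translation initiation at -2.49 and -2.66.

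In shControl 4 of 12 lists passed for IFN-β: interferon-stimulated genes (NES 2.59, adjusted p = 6.7e-44), inflammatory genes (2.12, 1.8e-08), mitochondrially encoded genes (-1.91, 2.9e-04) and TCA cycle (-1.87, 0.00438). In sh*Ppargc1b* cells 3 passed: interferon-stimulated genes (2.60, 4.3e-46), inflammatory genes (1.97, 1.0e-05) and TCA cycle (-1.81, 0.00663). All 53 interferon-stimulated genes were higher in both cell types, over all genes and adjusted over the list alone, with medians of 3.03 and 2.66. The mitochondrially encoded list did not pass in sh*Ppargc1b* cells (-1.29, 0.366), and its interaction had an NES of 2.14 (adjusted p = 3.9e-06). MHC class II and costimulation did not pass (1.54, 0.0601 in shControl and 1.57, 0.0532 in sh*Ppargc1b* cells). With a block for each run of library codes it passed in sh*Ppargc1b* cells (0.0422). In shControl it passed without shControl IFN-β replicate 1 (0.0394), sh*Ppargc1b* unstimulated replicate 1 (0.0434), shControl unstimulated replicate 2 (0.0386) or shControl unstimulated replicate 3 (0.0304), within a range of 3.8e-05 to 0.394 over all alternatives, and in sh*Ppargc1b* cells without sh*Ppargc1b* IFN-β replicate 1 (0.0272) or sh*Ppargc1b* unstimulated replicate 2 (0.0410), within 1.2e-04 to 0.520. ATP synthase subunits (-1.49, 0.0966) passed in shControl without shControl IFN-β replicate 1 (0.0276) or shControl unstimulated replicate 2 (0.0244), within 0.0225 to 0.724, and electron transport (-1.20, 0.180) without shControl unstimulated replicate 2 (0.0244), within 0.00311 to 0.748. Without that library 7 lists passed. TCA cycle was lost in sh*Ppargc1b* cells without sh*Ppargc1b* IFN-β replicate 2 (0.115) or sh*Ppargc1b* unstimulated replicate 3 (0.0522), within 0.00281 to 0.677. With an estimated correlation only the interferon-stimulated and inflammatory lists passed in each cell type, and under fry 10 lists passed in shControl and 8 in sh*Ppargc1b* cells.

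The interaction asks whether the knockdown changes the response to IFN-β. It passed for 133 genes, 11 higher and 122 lower. The further limit of 1 on the log2 scale moved this count most, to 9. With a block for each run of library codes it was 425 (86 higher and 339 lower). Testing all genes with at least 1 count gave 525, and scaling by library totals gave 84, with a higher share of 20.2% against 8.27%. It was 36 without shControl unstimulated replicate 3, 61 without shControl unstimulated replicate 1, 61 without shControl IFN-β replicate 2, 63 without sh*Ppargc1b* unstimulated replicate 2, 59 without sh*Ppargc1b* unstimulated replicate 3, 76 without shControl IFN-β replicate 3, 77 without sh*Ppargc1b* IFN-β replicate 3 and 271 without sh*Ppargc1b* IFN-β replicate 2. Of the 122 lower genes 121 were raised by IFN-β in shControl, against 51.5 of the 122 lowest genes in counts simulated without an interaction (median of 10 simulations), and of the 11 higher genes 10 were lowered. The simulation drew each gene independently, so it does not show what deviations shared by the genes of a library would give. The largest falls were in *Tent5c* (ENSMUSG00000044468, chromosome 3, 100451628 to 100489324), with an interaction of -0.88 ± 0.07 (SE, adjusted p = 5.2e-05), *Cd69* (-0.86, adjusted p = 0.00905) and *Ccl5* (-0.85, adjusted p = 0.00940). *Tent5c* went from 23.9 ± 1.13 to 142 ± 7.77 CPM with IFN-β in shControl and from 37.9 ± 1.56 to 122 ± 3.42 CPM in sh*Ppargc1b* cells (SD, n = 3). The largest rises were in *Mfap3l* (0.88, adjusted p = 0.0117), *Arhgap26* (0.82, adjusted p = 0.0214) and *Fam43a* (0.57, adjusted p = 0.0125). The call for *Arhgap26* was lost without shControl unstimulated replicate 1 (0.0538), sh*Ppargc1b* IFN-β replicate 1 (0.0556), shControl unstimulated replicate 3 (0.0656) or sh*Ppargc1b* IFN-β replicate 3 (0.0608), within a range of 5.0e-16 to 0.0656 over all alternatives. Of the tested genes that the study names *Cd86* passed (-0.57, adjusted p = 7.4e-04). When all genes with at least 1 count were tested, the interactions of *Il1b* (0.00135, range 0.00135 to 0.567) and *Sqstm1* (0.0171, range 0.0171 to 0.393) passed too, the second also with DESeq2.

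For the gene lists, 7 of 12 passed in the interaction. Interferon-stimulated genes had an NES of -3.24 (adjusted p = 2.0e-32), inflammatory genes -2.63, 4.0e-12, glycolysis -1.95, 5.7e-04, MHC class II and costimulation -1.87, 0.00508, mitochondrially encoded genes 2.14, 3.9e-06, ATP synthase subunits 2.11, 2.4e-04 and electron transport 2.04, 1.1e-04. TCA cycle (1.43, 0.0959), cristae organisation (1.45, 0.0959), complex I assembly factors (1.10, 0.391), mitochondrial fusion and fission (0.96, 0.548) and fatty acid oxidation (-0.79, 0.764) did not pass. All 7 passed under camera with the preset correlation. Ranking by log2 fold change, fry and the estimated correlation moved the number most, to 3 each, and under the last 2 these were the interferon-stimulated (fry 0.0230, range over all alternatives 1.8e-56 to 0.0423), inflammatory (0.00272, range 6.1e-14 to 0.00667) and mitochondrially encoded lists (0.0304, range 1.0e-07 to 0.0463). ATP synthase subunits were lost without shControl IFN-β replicate 2 (0.0915) or sh*Ppargc1b* IFN-β replicate 3 (0.0927), within 4.4e-05 to 0.454, and MHC class II without shControl unstimulated replicate 2 (0.0618) or sh*Ppargc1b* IFN-β replicate 2 (0.0623), within 4.7e-04 to 0.454. MHC class II was also lost with a block for each run of library codes (0.0560). TCA cycle passed without shControl unstimulated replicate 2 (0.00305) or sh*Ppargc1b* unstimulated replicate 3 (0.00113), within 0.00113 to 0.961, and cristae organisation without shControl unstimulated replicate 1 (0.0220), shControl unstimulated replicate 2 (0.0345), sh*Ppargc1b* unstimulated replicate 2 (0.0308) or sh*Ppargc1b* unstimulated replicate 3 (0.0424), within 0.00731 to 0.627. All 53 interferon-stimulated genes had an interaction below 0, with a median of -0.36, and 12 passed over all genes and 48 adjusted over the list alone. For inflammatory genes these counts were 3 and 13 of 48, for glycolysis 1 and 1 of 20 and for MHC class II and costimulation 2 and 2 of 14. For the lists above 0 the counts of higher genes were 0 and 0 of 66 for electron transport (3 at an unadjusted p under 0.05), 0 and 0 of 18 for ATP synthase subunits (1 unadjusted) and 0 and 5 of 7 for mitochondrially encoded genes (5 unadjusted). Of Reactome sets 112 passed, 8 above 0 and 104 below, and 6 passed when genes were ranked by log2 fold change. The citric acid cycle set did not pass (1.49, adjusted p = 0.188), except without shControl unstimulated replicate 2 (0.00700) or sh*Ppargc1b* unstimulated replicate 3 (0.00248), within 0.00248 to 1.

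**Figure D4:**
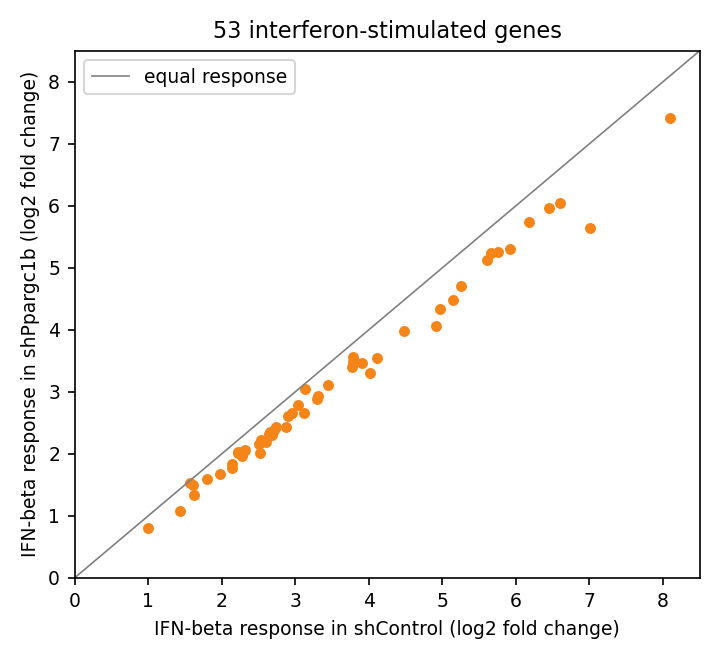
Response to IFN-β of the 53 interferon-stimulated genes in shControl (x axis, log2 fold change) and sh*Ppargc1b* cells (y axis, log2 fold change), one point per gene, with the line of equal response. All 53 points lie below the line, with a median interaction of -0.36.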

Values the study reported

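In the study, libraries were sequenced to about 50 M reads each, and genes with a Benjamini-Hochberg adjusted P under 0.05 were called changed.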

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

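The tests of a ceiling, of cells without a response for the whole list, of nuclear copies for the mitochondrially encoded interaction, of the dendritic-like and neutrophil-like shares, and the look at which libraries a regrouping exchanged were chosen only after the results were seen, as were the look at the block for runs of library codes and the lists matched on induction. The groups have 3 libraries each, so no search for a library far from the others was made, and all 12 value columns are used in the report. What stands out here is each result whose interaction, the difference between the knockdown effects with and without IFN-β, passed its test.

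The interaction passed for 133 genes, and 2 of the 100 regroupings drawn from 200 gave as many, the real one included. The other one gave 210 genes, with shControl unstimulated replicate 2 and shControl IFN-β replicate 3 on its knockdown side in place of sh*Ppargc1b* unstimulated replicate 3 and sh*Ppargc1b* IFN-β replicate 2. It follows the 3 runs of consecutive library codes, since apart from 1 library of the first run on each side it sets the second run against the third without IFN-β and the third against the second with it. With a block for those runs the real grouping gave 425 genes. Each run holds 1 library of each group, so a difference shared by the 4 libraries of a run cancels in the interaction by the design, and the block does not test it. A difference between runs that acts on some groups and not others was not tested and stays open for the count. Among the genes named in the report, the interaction passed for *Cd86* (-0.57), *Mfap3l* (0.88), *Arhgap26* (0.82), *Fam43a* (0.57), *Tent5c* (-0.88), *Cd69* (-0.86) and *Ccl5* (-0.85). No separate technical explanation was tested for these single genes.

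Among gene lists, the interaction had an NES of -3.24 for interferon-stimulated genes, -2.63 for inflammatory genes, -1.95 for glycolysis, -1.87 for MHC class II and costimulation, 2.14 for mitochondrially encoded genes, 2.11 for ATP synthase subunits and 2.04 for electron transport. Among Reactome sets it passed for 112, and the named ones were electron transport with ATP synthesis (2.54), electron transport (2.35), the joint set of TCA cycle and electron transport (2.22), the ER-phagosome pathway (-2.71), interferon gamma signalling (-2.74), interferon signalling (-2.84) and signalling by interleukins (-1.87). Over all alternatives the adjusted p was 5.7e-11 to 0.384 for the Reactome electron transport set and 2.1e-05 to 0.723 for signalling by interleukins. These calls were therefore not kept throughout. Only the interferon-stimulated, inflammatory and mitochondrially encoded lists passed under fry, and for the other 4 scaling, and for electron transport depth, were looked at. Under the scaling nearest 0 the median interaction was -0.09 for glycolysis, 0.08 for ATP synthase and 0.06 for electron transport, which was 0.04 at equal depth, beside 0.04 for cytosolic ribosomal protein genes. For MHC class II it was -0.01 with TMM and 0.03 with library totals, with members on both sides of 0, which decides nothing.

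The interferon-stimulated genes responded less to IFN-β in the knockdown, and so did induced genes in general. Of 4312 genes raised in shControl 82.0% had an interaction below 0 (median -0.12), against 59.5% (median -0.03) in counts simulated without an interaction. For the 499 genes raised by at least 2 on the log2 scale these values were 85.4% and -0.43, against 57.0% and -0.03. The response of lowered genes was smaller too: of 4481 genes lowered in shControl 21.1% had an interaction below 0 (median 0.10), against 39.5% (median 0.04) in the simulation. The simulation drew each gene independently, so it holds no deviation that the genes of a library share. It gave 0 interaction genes in each of 10 simulations, whereas a regrouping of the real libraries gave 210. It therefore cannot show that these shares exceed what such deviations give. Of 1000 lists of other genes matched on mean induction and expression, 48 had a median interaction as low as the list (median of these lists -0.31), so most of the smaller response is not particular to the list. Of 100 regroupings 2 gave a median interaction as far from 0, the real one included (median -0.36 for the real and -0.39 for the other grouping). The other one exchanged sh*Ppargc1b* unstimulated replicate 1 with shControl unstimulated replicate 2, so that without IFN-β it set 2 libraries of the second run of library codes against 2 of the first, and it gave 28 interaction genes. With a block for the runs, which is no test of them for the same reason, the list's interaction had an NES of -3.19 and an adjusted p of 6.0e-32 (range over all alternatives 1.8e-56 to 0.0423). Other values argue against several explanations. Under the scaling nearest 0 the median interaction was -0.32. Of 1000 lists matched on gene length, GC content and expression, 0 had a median as low, though these were not matched on induction. The 47 members without a near-identical copy had a median of -0.36. The receptor and its signalling chain were not lower before IFN-β, with a median knockdown effect of 0.0899 over 7 transcripts. A ceiling reached from a higher unstimulated level would leave no difference with IFN-β, but the list was lower there by a median of -0.18. For the 19 members that were higher before, the median was -0.11, with 3 of them lower past the threshold, and a ceiling cannot be told apart from a smaller response for these. A share of cells that do not respond would not by itself raise the list before IFN-β, where its median effect was 0.16. Such a share alone would also lower strongly induced genes by one common amount. However, the knockdown effects with IFN-β on 16 such genes had a chi-square per degree of freedom of 9.35 about a common fall, and 4.39 without *Cxcl9*. Of these genes *Usp18* (0.01) and *Ifit3b* (0.12), which has a near-identical copy, did not fall. These values argue against such a share as the only cause. They cannot exclude it beside other knockdown effects, which would also make the falls differ between genes.

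Higher negative feedback before stimulation stays open for this pattern. The median knockdown effect on *Usp18*, *Socs1* and *Socs3* before IFN-β was 0.52, with *Usp18* at 0.58 (adjusted p = 5.0e-04), *Socs3* at 0.52 (adjusted p = 9.1e-04) and *Socs1* at 0.18 (adjusted p = 0.0566). *Usp18* is itself an interferon-stimulated gene, so its rise can also follow from the higher list before IFN-β. A shift between macrophage-like and dendritic-like cells was not excluded either. A difference between runs of library codes that acts on some groups and not others stays open too, since the block (6.0e-32) removes only what the 4 libraries of a run share.

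For the mitochondrially encoded genes, the median interaction was 0.38 over the 5 counted genes with no stretch of at least 98% identity found in another gene (*mt-Co1* and *mt-Nd4* have 1 over 31.3% and 63.6% of their length) and 0.38 under the scaling nearest 0, which argues against both as the whole cause. At equal depth the median knockdown effect was -0.14 without and 0.23 with IFN-β, beside -0.15 and 0.23 at full depth. Thinning leaves the expected effect as it is, so these values decide nothing about depth. The list has 7 counted genes of 13, and a shift between cell types was not tested for it.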

How the results depend on the processing

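The alternatives for Reactome sets and the single left-out libraries for the similarity of effects and the *Ppargc1b* level were chosen only after the data were seen, and the cause of a change given below was not tested unless its construction shows it. Of counts of genes, 105 alternatives stayed within 1.5 times and 19 did not. With a further limit of 1 on the log2 scale, which by construction keeps fewer genes, 4295 fell to 644 and 4414 to 576 genes for the knockdown without and with IFN-β, 6406 to 646 for its mean, 8793 to 1935 and 7760 to 1397 for IFN-β in shControl and sh*Ppargc1b*, and 133 to 9 for the interaction. The interaction count was also 84 with library totals, 525 with all genes with at least 1 count, 281 with a surrogate variable and 449 with DESeq2, and 36 to 271 in the 12 fits that each left out 1 library. No fit of 6 libraries exists for the interaction.

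Replicates were numbered by record order and were not paired. Library codes come in 3 runs of 4, and of 18 pairs of libraries from the same run 15 had a correlation of deviations over 0.1 (median 0.28, lowest -0.13), against a median of -0.12 between runs. Every same-run pair was over 0.1 for the knockdown without IFN-β (lowest 0.17), the knockdown with IFN-β (lowest 0.25) and IFN-β in shControl (lowest 0.27). The pairs not over 0.1 were all in the first run (0.02, -0.01 and -0.13). The labels do not say what a run shares and not every pair passed 0.1, so the runs were not taken to pair the libraries. With a replicate block for each run, the interaction count was 425 (86 higher and 339 lower, 20.2% higher against 8.27%), the other counts stayed within 1.5 times, and the adjusted p of the cristae list with IFN-β was 0.0594. With this block MHC class II and costimulation had an adjusted p of 0.0678 in unstimulated knockdown cells, 0.0422 for IFN-β in sh*Ppargc1b* cells and 0.0560 in the interaction, each on the other side of the threshold.

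Of gene list results 1128 kept their side and direction, 60 lost and 44 gained a call and 28 reversed. The numbers of lists stayed within 1.5 times in 94 and not in 11 alternatives. With an estimated correlation the lists past the threshold were 2 and 2 for the knockdown without and with IFN-β, 2 for IFN-β in shControl and 3 for the interaction. With library totals they were 7 and 5 for IFN-β in shControl and sh*Ppargc1b*, and with fry 10 and 8. For the interaction they were 3 with fry and 3 ranked by log2 fold change. The 12 fits without 1 library gave 4 to 7 for IFN-β in shControl. The adjusted p with an estimated correlation in unstimulated cells was 0.0528 for TCA cycle, 0.0528 for electron transport, 0.133 for cristae and 0.464 for interferon-stimulated genes, and with IFN-β 0.146, 0.146, 0.342 and 0.342. In unstimulated cells it was 0.0541 for interferon-stimulated genes with fry and 0.0574 for cristae ranked by log2 fold change. For cristae with IFN-β it was 0.0871 with library totals, 0.0762 with at least 10 counts in every library, 0.0566 with a surrogate variable, 0.464 ranked by log2 fold change, 0.0980 with the preset correlation and 0.0134 to 0.0809 without single libraries.

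Lists that changed direction had these adjusted p-values. Fusion and fission had 0.180 with library totals, 0.825 with the preset and 0.823 with an estimated correlation for IFN-β in shControl, and 0.406 with library totals in sh*Ppargc1b*. Glycolysis for IFN-β in sh*Ppargc1b* had 0.563 with totals, 0.896 ranked by log2 fold change, 0.913 and 0.965 with the preset and estimated correlation, and 0.710 to 0.992 without single libraries. Electron transport there had 0.0373, past the threshold, with totals, 0.955 with a surrogate variable, 0.484 and 0.941 with the 2 correlations, 0.831 with fry and 0.967 to 0.9997 without single libraries. Fatty acid oxidation in the interaction had 0.630 with totals, 0.690 and 0.716 with the 2 correlations, 0.867 with fry and 0.412 to 0.892 without single libraries. Without single libraries, complex I assembly had 0.896 to 0.998 in unstimulated cells and 0.239 to 0.892 in the interaction.

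Of Reactome results 196 kept their side and direction, 6 lost and 4 gained a call and 10 reversed. Ranked by log2 fold change, 41 and 25 sets passed for the knockdown, 81 and 80 for IFN-β and 6 for the interaction. Signalling by interleukins with IFN-β changed direction, with an adjusted p of 0.713 with totals, 0.694 with the block, 0.553 with a surrogate variable, 1 ranked by log2 fold change and 0.284 to 0.762 without single libraries.

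Of named genes 1473 results were kept, 13 lost and 23 gained a call and 20 reversed, each of these without passing the threshold. *Dnm1l* without IFN-β had a log2 fold change of -4.4e-04 with totals and -0.00290 to 0.0285 without single libraries. *Slc2a1* with IFN-β had -0.00284 with RLE, -0.00354 with the block, -0.00285 with DESeq2 and -0.141 to 0.0902 without single libraries. Without single libraries and with IFN-β, the ranges were -0.0281 to 0.0361 for *Sqstm1*, -0.0496 to 0.107 for *Il1b*, -0.201 to 0.0652 for *Il12b*, -0.0646 to 0.0673 for *Nlrp3* and -0.0282 to 0.0581 for *Cd274*. The *Ppargc1b* level by library totals was 37.4 CPM in unstimulated shControl and 20.8 CPM in unstimulated sh*Ppargc1b* cells. Spearman's rho between the knockdown effects was 0.840 over genes past the threshold in either treatment, 0.668 with at least 10 counts in every library and 0.531 to 0.573 without single libraries. Thinned to the lowest total, the counts were 4190 and 4324 genes for the knockdown, so depth limits these little.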

Other observations

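The tests of the dendritic-like and neutrophil-like shares and of *mt-Atp8*, and the deciding value for a few genes taking most of the counts, were chosen only after the results were seen.

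The knockdown effect was compared with other splits of the libraries. For each of the 4 single comparisons, 1 of the 10 splits of the 6 libraries gave as many genes, the real one included, for the knockdown without IFN-β, 1 for the knockdown with IFN-β, 1 for IFN-β in shControl and 1 for IFN-β in sh*Ppargc1b* cells. A share below 0.1 is not possible with 10 splits. Over both treatments 1 of 100 regroupings gave as many genes (largest other 855), 1 gave a rho as large (largest other 0.44), 1 gave a median of electron transport genes as far from 0 and 1 a median of inflammatory genes as far from 0, the real one included each time.

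A difference in the share of other cell types between the cultures stays open for the knockdown effect. By flow cytometry the paper found human CD8, CD11c and CD11b on the majority of both control and sh*Ppargc1b* cells. It took this to mean that DC development was little changed. The paper does not tie those measurements to the sequenced libraries. The dendritic-like and eosinophil-like lists moved apart by 0.97 in mean log2 CPM, but the eosinophil-like list varied by an SD of 0.55 and 0.56 in the 2 groups. The macrophage-like list, looked at afterwards, differed by -0.19. Of the dendritic-like markers 8 were higher past the threshold with IFN-β, so a higher share of dendritic-like cells among the transduced cells cannot be told apart from a change within the cells. A higher share of neutrophil-like cells stays open for the rise in inflammatory genes. The neutrophil-like markers gained 1.37% of the CPM that the inflammatory list gained, but how much of these transcripts such cells hold was not measured, and *S100a8* rose by 0.83 without IFN-β (adjusted p = 0.0322), while the list as a whole did not pass.

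For the lower electron transport, TCA cycle, ATP synthase, fatty acid oxidation and cristae lists the values argue against these technical explanations, apart from depth. The tests of the last 4, apart from matched TCA cycle lists without IFN-β, were added after the others were seen, and of the mitochondrially encoded list the depth was looked at here. With every library thinned to the lowest total, the median of electron transport genes over both treatments was -0.26. Thinning leaves the expected fold change as it is, so medians at that depth could hardly have moved and decide nothing about depth. The 5 lists had medians of -0.32 to -0.16 without and -0.25 to -0.13 with IFN-β at that depth, and mitochondrially encoded genes had -0.14 without it. The 10 most counted genes took 10.1% to 10.8% of control and 10.5% to 11% of knockdown libraries, which allows a shift of at most -0.0143 on the log2 scale. The value looked at first, the median of electron transport genes under the scaling nearest 0, was -0.29 without IFN-β, and with IFN-β it is -0.21. Of 1000 lists matched on gene length, GC content and expression 0 had a median as low as electron transport without IFN-β. With IFN-β and for the TCA cycle, ATP synthase and fatty acid oxidation lists the count was 0 as well, and for cristae it was 2 without and 12 with IFN-β. The 82 cytosolic ribosomal protein genes had medians of 0.04 and 0.07. The members without a near-identical copy had a median of -0.29 for electron transport in unstimulated cells, and -0.34 to -0.17 without and -0.24 to -0.13 with IFN-β over the 5 lists. The share of cell types stays open here too, and only 1 hairpin was compared with 1 control, so an effect of the hairpin on other genes was not tested. The paper tested another hairpin for knockdown and oxygen consumption, but describes no sequencing with it.

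Of 13 mitochondrially encoded genes 6 had at most 14 counts in any library, and the other 7 had at least 10506. A nuclear copy of at least 98% identity over at least 95% of the length was found for 5 of the 6 and for 0 of the 7, in a stretch of chromosome 1 from 24612407 to 24615565 (GRCm38). Reads shared with these copies and dropped for not mapping uniquely go with this pattern. For *mt-Atp8* the 233 bases between the copies of its neighbours are more than its length, but the sequence there was not at hand, so its case is undecided.

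The study describes generally reduced CCR7, lower PD-L1, higher IL-12p40 and more glycolytic activity in deficient cells. At the transcript level *Ccr7* was higher in both treatments, and the glycolysis list was lower with IFN-β, both in the other direction, while *Cd274* and *Il12b* did not pass the threshold. Protein and metabolic activity were not analysed here, so the relation to the transcripts was not tested.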
